A study of Drosophila melanogaster with 6 samples. Its data were reported in "A Cyclin A—Myb-MuvB—Aurora B network regulates the choice between mitotic cycles and polyploid endoreplication cycles" (2019).

How the data were processed

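RNA was measured in 6 libraries from feeding larvae of Drosophila melanogaster, 3 from salivary glands (SG) and 3 from brains plus imaginal discs (B-D). Larvae were the progeny of a 6 h egg collection, were raised at 25 °C and were dissected 4 days later, early in their last instar. Polyadenylated RNA was made into strand-specific libraries and sequenced as single-end reads. According to the submitters' processing notes and the study's methods, reads were checked with FastQC 0.11.5, aligned to the Release 6 fly genome with STAR 2.6.1a, and counted over exons with featureCounts. The strand setting and the treatment of reads that map to several places are not given in the sources used here. Counts of genes that overlap on either strand, and of near-identical gene copies, are therefore uncertain. The larger overlaps are marked where a gene is named, and smaller ones are not.

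The authors deposited whole-number counts per gene for each library, with no normalization, and these counts are the values every test here starts from. The authors also deposited the result of their own SG against B-D comparison, made with DESeq2 1.14.1, as a log2 fold change and a p-value with its adjusted form per gene. That table leaves out many noncoding RNA genes and pseudogenes, and 1056 genes of the count table are absent from it. Of the 17493 genes counted, 17372 identifiers were found in the reference gene names of Release 6, and 5 symbols that a spreadsheet had turned into dates were named by their identifier. Every row of the count table named a gene. Group and replicate number of each library were taken from the sample titles. The study took both tissues from the same larvae, and the titles number the replicates alike in both, but no source states that a number names the same larvae in both tissues. Deviations from the tissue mean correlated at 0.33, 0.0769 and 0.222 for same-numbered libraries. The study's methods name DESeq2 and no replicate term, the test here has tissue alone, and a model with a replicate block was run as an alternative.

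Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes with too few counts were removed with filterByExpr, libraries were scaled by the trimmed mean of M values (TMM), and a quasi-likelihood F test was run with tissue as the only term. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called at an adjusted p of 0.05 or less and a log2 fold change of at least 0.5 in either direction, which are the study's thresholds, and fold changes are SG over B-D throughout. Levels per gene are TMM-scaled CPM, counts relative to the scaled library total. A count of 3 was taken as the floor of a library. Counts of sequenced fragments without molecular identifiers are not independent molecules, so floors cover counting error only. Standard errors (SE) come from the quasi-likelihood fit and include the spread between replicates, and the 95% intervals are of odds ratios over genes. On simulated data with the means and library sizes of these 6 libraries, 11369 genes and 200 genes changed, edgeR recovered 21% of genes set to a 2-fold change and 85% of those set to a 4-fold change, with 9 false calls. DESeq2 1.42.0 recovered 62% and 95% with 61 false calls, and limma-voom recovered 21% and 83% with 8 false calls. Far fewer genes changed in the simulation than were called in the data. Its adjustment was therefore stricter, and these shares compare the tools but do not give the sensitivity of the comparison itself.

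A total of 33 gene lists was fixed. The study supplied 4 of them: its 47 mitotic genes (before the data were examined these were taken as chosen partly on these libraries, which the study's text does not state), 111 E2F1-dependent genes, and the genes raised or lowered in both kinds of induced endocycling cell (iEC). The others were written from textbook knowledge and covered the chromosomal passenger complex, kinetochore, spindle checkpoint, cytokinesis, spindle and motors, centrosome, mitotic entry and exit, condensin and cohesin, Myb-MuvB and E2F subunits, pre-replicative complex, replication fork, nucleotide synthesis, endocycle regulators, proapoptotic genes and caspases, glue proteins, salivary gland identity, secretory machinery, ribosome biogenesis, neurons, neuroblasts, glia, imaginal disc patterning, fat body, hemocytes, muscle, gut, trachea, ecdysone response and heat shock. Members called higher or lower were counted with adjustment over all genes tested and again with p-values adjusted over the list alone. Lists were tested against all other tested genes with camera in limma 3.58.1, on log2 CPM with a prior count of 2 and a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 33 lists. The same test with an estimated correlation, and fry, which asks whether a list moves on balance one way, were run beside it. Overlap with the iEC lists was tested with a two-sided Fisher's exact test among genes tested, with a 95% interval of the odds ratio. Mitotic and replication lists were set against each other with camera among their genes alone and with a two-sided exact permutation test over the 6 libraries.

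Genes named in the text came from a rule: the 6 largest rises and falls among called genes with a mean of at least 10 CPM, the genes singled out in the study's text, up to 3 called members of each list with the smallest p plus the member with the smallest p called against the list's majority, and the 5 genes with the highest mean CPM in each tissue. Genes outside the rule are said to be so, and 1 gene that the rule names is not reported here. Coordinates are from the Release 6 annotation and are 1-based. Alternatives to the scaling, the low-count filter, the test, the thresholds and the set of libraries were tried, and both tissues' replicates were left out in turn. The test, the thresholds, the 33 lists, the rule for named genes and all alternatives were chosen before the data were examined, except those said to have been added afterwards. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.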

Results

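The larval salivary gland (SG) of Drosophila melanogaster is a secretory tissue whose cells endocycle: they alternate gap and S phases without dividing and become polyploid, and the study calls them developmental endocycling cells (devECs). Larval brains with imaginal discs (B-D) hold many cells in mitotic cycles. The comparison of SG with B-D asks how the transcriptome of a tissue in endocycles differs from that of tissue in mitotic cycles, above all in genes for mitosis and S phase. Polyadenylated RNA was sequenced from 3 replicates of each tissue, which the study describes as biological. Total gene counts were 56583711, 45370626 and 54415227 in B-D replicates 1 to 3, and 55892356, 45023997 and 49274530 in SG replicates 1 to 3. At these depths 3 counts corresponded to between 0.0530 and 0.0666 CPM before TMM scaling. TMM factors were 1.458 to 1.466 in B-D and 0.664 to 0.700 in SG, so on scaled levels this floor is lower in B-D and higher in SG. No pair of replicates had counts that agree within counting noise (chi-square per degree of freedom from 40.7 to 581 over the 6 pairs of a tissue), so none was treated as 1 library listed more than once.

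SG and B-D differed in most of the genes that could be tested. Genes for protein secretion and fat body products were far higher in SG, while genes for neurons, imaginal discs and mitosis were far lower. Of 11369 genes tested with edgeR, 3924 (34.5%) were called higher in SG and 4010 (35.3%) lower. A change of at least 8-fold was seen in 737 of the genes called higher and in 1490 of those called lower. The libraries of the tissues did not overlap for 81.2% of genes, where chance gives 10% for 3 against 3. Higher calls made up 49.5% of all calls with TMM scaling but 18.3% (1588 higher, 7111 lower) with library size as the only scale, which moved the median of all genes by -1.10 on the log2 scale and gave 217 genes the opposite call.

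The most abundant transcripts set the tissues apart as well. The 10 most abundant genes took 29.5% ± 1.60 (SD, n = 3) of the counts in SG and 13.3% ± 0.431 (SD, n = 3) in B-D. Among nuclear genes the leading transcript in SG was Lsp1gamma, a hexamerin storage protein made by the larval fat body, at 98531 ± 17266 CPM (SD, n = 3) against 852 ± 824 CPM in B-D (log2 fold change 6.85 ± 0.95 SE, adjusted p = 9.40e-04). The long noncoding RNA cherub, made in neuroblasts, was among the 5 most abundant transcripts in B-D at 6849 ± 965 CPM (SD, n = 3) and fell by 4.48 on the log2 scale in SG (adjusted p = 0.00978), with 360, 22.8 and 538 CPM in SG replicates 1 to 3. The mitochondrial rRNA mt:lrRNA and the translation elongation factor eEF1alpha1, abundant in both tissues, were 1.26 and 1.44 higher in SG on the log2 scale with TMM, but 0.16 and 0.34 higher, and not called, with library size as the only scale. As a share of counts mt:lrRNA took 6.45% ± 0.258 in B-D and 7.23% ± 1.29 in SG (SD, n = 3).

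Among genes with a mean of at least 10 CPM, the largest rises in SG were in CG17283 (log2 fold change 8.33 ± 0.79 SE), CG12522 (8.21), CG32073 (8.07), CG34273 (7.90), CG13560 (7.89) and CG14852 (7.81). CG17283 went from 0.664 ± 0.180 CPM in B-D to 215 ± 177 CPM in SG (SD, n = 3). The largest falls were in sr, a transcription factor of tendon cells (-5.87 ± 0.48 SE), the Hox gene abd-A (-5.23), lncRNA:CR31386 (-5.18), the forkhead gene FoxP (-5.08), CG5687 (-5.07) and Proc, which encodes the neuropeptide proctolin (-5.07). Exons of CG5687 lie entirely within another gene on the same strand, so its value is uncertain. Some libraries were near or below the floor: B-D replicates 1 and 2 for CG12522 (0.04 and 0.02 CPM), SG replicate 3 for abd-A (0.06 CPM) and SG replicate 2 for lncRNA:CR31386 (0.06 CPM).

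Genes for mitosis were lower in SG than in B-D as a group. Every one of the 47 mitotic genes picked by the study was called lower, with a median log2 fold change of -3.22 (SD 0.77), and the count was the same adjusted over the list alone. The study's text draws these 47 from genes lowered in both kinds of induced endocycling cell (iEC), but the title of its table of them names devECs too, so whether the present libraries had a part in the choice is open, and their direction here is not taken as independent evidence. CycB, the mitotic cyclin B, fell from 148 ± 6.01 CPM in B-D to 10.2 ± 5.84 CPM in SG (SD, n = 3; log2 fold change -3.85 ± 0.53 SE, adjusted p = 9.22e-04). CycA, whose cyclin partners with Cdk1 in mitosis, fell from 247 ± 3.26 to 22.4 ± 8.68 CPM (-3.46 ± 0.32 SE, adjusted p = 1.95e-04), and the mitotic kinase gene polo fell from 226 ± 8.06 to 16.96 ± 7.73 CPM (-3.73 ± 0.40 SE, adjusted p = 3.54e-04). Within the chromosomal passenger complex, which corrects chromosome attachment and drives cytokinesis, the kinase gene aurB (-3.49), Incenp (-3.67), borr (-3.85) and Det (-1.96) were all called lower. Of the kinetochore genes Spc25 and Spc105R, log2 fold changes were -2.91 and -2.71, and the centralspindlin genes tum and pav were at -3.34 and -3.14. In edgeR, the largest adjusted p among these 11 genes was 0.00135, for borr.

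The genes for mitosis named here are protein coding and were counted over their exons. In the Release 6 genome CycA lies on 3L from 11826719 to 11833578, CycB on 2R from 22803521 to 22806948, aurB on 2L from 10856797 to 10858094, polo on 3L from 20309654 to 20313466, and Myb on X from 15854832 to 15857823. Exons of Myb overlap those of a neighbouring gene on the same strand over 99.1% of their length, so counts for Myb are uncertain. No exon of CycA, CycB, aurB or polo overlaps another annotated exon.

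**Figure D1:**
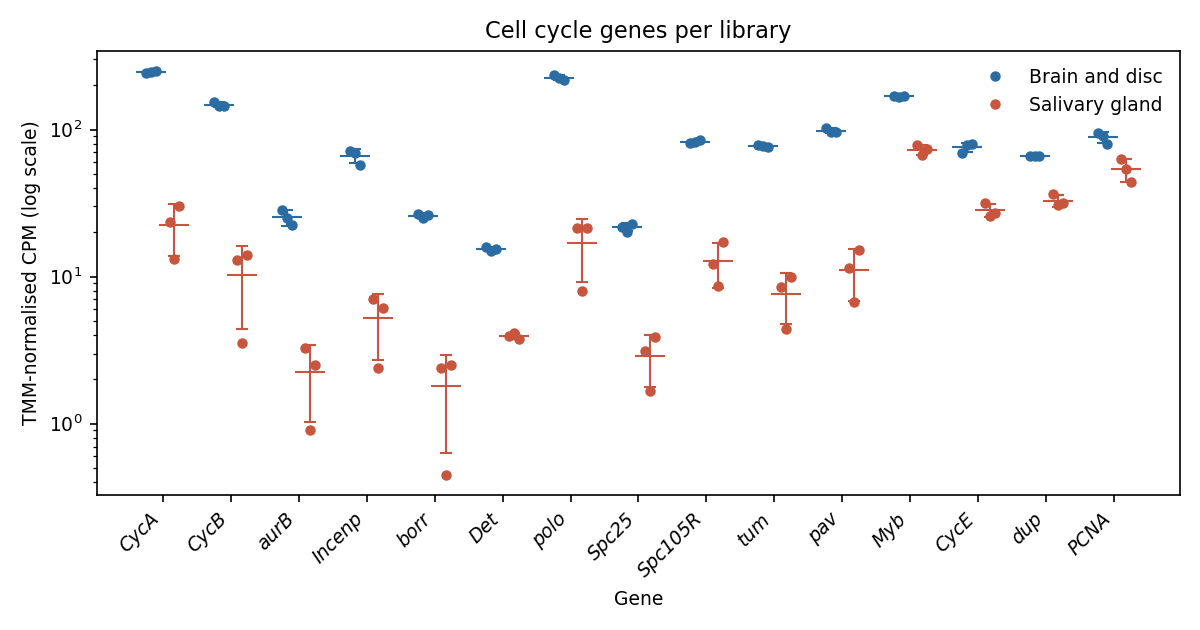
Levels of 15 cell cycle genes singled out by the study, as TMM-scaled CPM on a log axis, for the 3 B-D and 3 SG libraries, with one point per library and a bar for the mean ± SD. CycB lies near 148 CPM in B-D and between 3.52 and 14.1 CPM in SG, while PCNA differs much less, at 88.5 CPM in B-D and 53.6 CPM in SG.

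The mitotic lists written from textbook knowledge fell in SG at nearly every step of mitosis. Among the genes measured, 4 of 4 chromosomal passenger complex genes (median log2 fold change -3.58), 14 of 16 kinetochore genes (-1.86), 4 of 6 spindle checkpoint genes (-1.66), 19 of 22 spindle and motor genes (-2.62), 12 of 13 centrosome genes (-1.58), 18 of 19 genes of mitotic entry and exit (-3.47) and 11 of 13 condensin and cohesin genes (-1.15) were called lower. Adjusted over the list alone the counts were equal, apart from 20 spindle and motor genes. Members with small p were BubR1 (-2.55), Mps1 (-2.60) and mad2 (-3.59) of the checkpoint, Klp67A (-3.42) and Klp3A (-2.48) of the motors, the centrosomal kinase gene aurA (-3.16), and Cap-H2 (-1.93) and glu (-2.03) of condensin. Cytokinesis was split: 9 of 15 genes were lower (median -1.49), among them scra, the anillin gene (-1.68), but 4 were higher, namely pbl, a RhoGEF of the contractile ring (1.83), sqh, dia and Septin2. The last 3 fall outside the rule for named genes, act in the actin and septin cytoskeleton also outside division, and were named after their values were seen. The kinetochore genes Zw10 (0.88) and cana were higher in SG as well, cana being named after its value was seen, and with library size as the only scale Zw10 was at -0.22. Zw10 also acts in membrane traffic between the Golgi and the endoplasmic reticulum. Once the 47 genes of the study were set aside, 45 tested genes of the textbook mitotic lists remained, of which 31 were lower, 6 higher and 8 neither, with a median of -1.04.

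By camera with a preset correlation, the adjusted p was 3.34e-10 for the 47 mitotic genes, 3.64e-05 for spindle and motors, 2.48e-04 for mitotic entry and exit, 8.94e-04 for centrosome, 0.00208 for condensin and cohesin, 0.00279 for kinetochore, 0.0237 for the checkpoint, 0.0298 for the passenger complex and 0.139 for cytokinesis. With an estimated correlation none of these lists passed, with adjusted p = 0.526 for each of them and 0.696 for cytokinesis. SG libraries also held transcripts of brain and disc, in different amounts. The median neuron gene stood at 4.60%, 1.01% and 7.15% of its B-D mean in SG replicates 1 to 3, and the median of the 47 mitotic genes at 12.6%, 6.14% and 15.4%. With SG replicate 2 alone against B-D, a comparison added after the data were seen, the median of the 47 mitotic genes lay -3.93 from that of all genes, and all 47 were called lower. The spread in that comparison comes from the B-D libraries alone, and the lone SG library is assumed to vary like them.

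S phase genes were lowered less than mitotic genes. In the pre-replicative complex 11 of 15 genes were lower (median log2 fold change -0.76), and at the replication fork 11 of 24 were lower and 2 higher (-0.27). With library size as the only scale 14 of 15 and 22 of 24 were lower, 0 in either list were higher, and the fork passed by camera (adjusted p = 0.0129). Genes for nucleotide synthesis went both ways, with 3 of 7 genes higher, among them RnrS (0.71) and awd, the last named after its value was seen, and dUTPase (-1.01) lower. The exons of dUTPase lie fully under exons of the other strand, so its value is uncertain, and with library size as the only scale RnrS turned to -0.39. PCNA, the sliding clamp of DNA polymerase, fell from 88.5 ± 7.35 CPM in B-D to 53.6 ± 9.36 CPM in SG (SD, n = 3; -0.72 ± 0.15 SE, adjusted p = 0.00477). The licensing factor gene dup fell from 66.1 ± 0.119 to 32.8 ± 2.98 CPM (-1.01 ± 0.09 SE, adjusted p = 1.84e-04), and CycE, the cyclin that starts S phase, fell from 75.8 ± 5.51 to 28.3 ± 3.01 CPM (-1.42 ± 0.11 SE, adjusted p = 1.18e-04). Against the trend, the licensing gene Cdc6 was higher in SG (1.19), as were the GINS subunit genes Psf2 (0.72) and Psf1, the latter named after its value was seen. Under library size alone Psf2 was at -0.38, and Cdc6 was at 0.097 and not called. Counts for these 3 lists were the same adjusted over the list alone. By camera the pre-replicative complex had an adjusted p of 0.00609, the fork 0.228 and nucleotide synthesis 0.346, and with an estimated correlation the pre-replicative complex had an adjusted p = 0.526.

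The mean log2 fold change was -2.14 (SD 1.57) over 82 mitotic genes and -0.29 (SD 0.68) over 46 replication genes, a difference of -1.85. Of the 82 mitotic genes 37 are among the study's 47, and the other 45 had a median of -1.04. The difference was not computed without those 37. Per library, the mean mitotic level less the mean replication level was 0.22, 0.26 and 0.30 in B-D replicates 1 to 3 and -1.66, -2.16 and -1.15 in SG replicates 1 to 3, so the tissues did not overlap. The tissues differed by -1.92 in this measure. Camera, which ranks the mitotic against the replication genes, gave p = 3.43e-04 (0.679 with library size as the only scale, where the difference of means was still -1.85), and a two-sided exact permutation over libraries gave p = 0.1, the smallest that 3 against 3 libraries allow.

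Most E2F1-dependent genes were lower in SG: 74 of 111 fell and 12 rose, with a median log2 fold change of -0.85 (SD 1.60), and the counts were the same adjusted over the list alone. With library size as the only scale 100 were lower and 4 higher, and with upper quartile scaling 77 and 8. The camera test gave an adjusted p of 2.76e-05 for this list, and 0.526 as the adjusted p with an estimated correlation. Of the 17 that are also in the mitotic lists, 11 of them among the study's 47 genes, 16 were lower with a median of -3.25, and of the 25 also in the replication lists, 17 were lower and 1 higher with a median of -0.61. The remaining 69 genes had 41 lower and 11 higher, with a median of -0.78. Its members with the smallest p were glob1, a hemoglobin gene (4.07), and UK114 (4.86), both higher in SG, and sle, which was lower (-2.06).

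With TMM scaling few of the regulators upstream of these genes were called. Of the 11 subunits of the Myb-MuvB and E2F complexes, Myb (-1.20 ± 0.09 SE; 168 ± 1.44 CPM in B-D and 73.1 ± 5.82 CPM in SG, SD, n = 3) and Rbf2 (-2.02) were lower, E2f2 was higher (0.59, but -0.51 with library size as the only scale), and 8 were neither. Lower calls among the 11 subunits rose to 5 with upper quartile scaling and to 11 with library size as the only scale, where camera gave an adjusted p of 0.0445. Of 11 endocycle regulators, though, 7 were lower, among them dap, a Cdk2 inhibitor (-2.45), CycE and dup, and all 11 were with library size as the only scale. Among proapoptotic genes and caspases 9 of 12 were lower, including the caspase genes Dcp-1 (-2.16) and Drice (-0.91) and the checkpoint kinase gene lok (-1.86), while p53 was higher (1.22). Adjusted over the list alone the counts of these 3 lists did not differ. By camera the adjusted p was 0.271 for the Myb-MuvB and E2F subunits, 0.0281 for endocycle regulators and 0.0610 for the proapoptotic list, and the endocycle list had an adjusted p = 0.526 with an estimated correlation. Without SG replicate 2 or 3 the proapoptotic list passed, with adjusted p = 0.0452 and 0.0482.

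**Figure D2:**
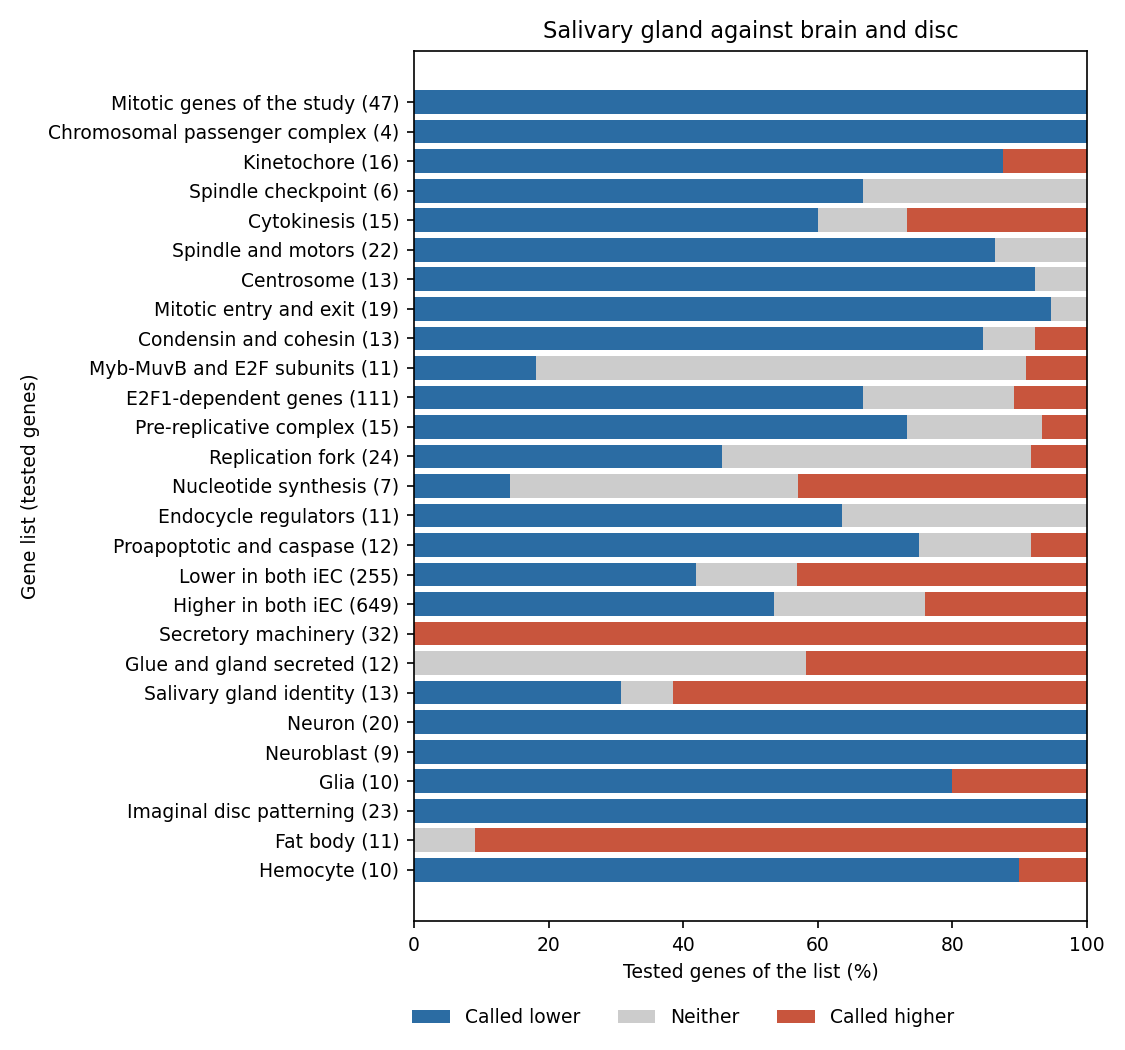
Share of tested genes in each of 27 lists that was called lower in SG (left), neither, or called higher (right), as stacked bars from 0 to 100%, with the calls of edgeR at an adjusted p of 0.05 and a log2 fold change of 0.5. The 47 mitotic genes are lower throughout, the 32 secretory machinery genes are higher throughout, and the 24 replication fork genes are spread over all 3 outcomes, with TMM scaling in each case.

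To set devECs beside cells forced into endocycles, SG calls were compared with genes that changed in both kinds of iEC, S2 cells made to endocycle by loss of CycA or of Myb. Genes lowered in iECs were somewhat more often lower in SG than other genes were: 107 of 255 (42.0%) against 35.1%, an odds ratio of 1.34 (95% interval 1.03 to 1.73, Fisher's exact p = 0.0285). They were also more often higher in SG (110 of 255, odds ratio 1.45, Fisher's exact p = 0.00411). Genes raised in iECs were less often higher in SG: 156 of 649 (24.04%) against 35.1%, an odds ratio of 0.584 (0.482 to 0.704, Fisher's exact p = 3.81e-09). They were more often lower, in 347 of 649 (odds ratio 2.21, 1.88 to 2.61, Fisher's exact p = 2.53e-22). Adjusted for these 4 tests, the p-values were 0.0285, 0.00547, 7.62e-09 and 1.01e-21 in that order.

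All 47 mitotic genes of the study are among the iEC-lowered genes and all were lower in SG, so leaving them out can only reduce the share that was lower. Among the other iEC-lowered genes, a comparison added after the data were seen, 60 of 208 were lower in SG (28.8%), with an odds ratio of 0.749 for lower calls (0.544 to 1.02, Fisher's exact p = 0.0664), and 110 were higher (odds ratio 2.15, 1.62 to 2.86, Fisher's exact p = 5.83e-08). The iEC-lowered genes with the smallest p were bru2 (3.20), the cytochrome P450 gene Cyp9c1 (2.01) and Sil1 (2.74), all higher in SG, and for Cyp9c1 98.2% of exon sequence lies under exons of the other strand. Among iEC-raised genes Strn-Mlck (4.11) and Cyp6d2 (4.97) were higher and the phospholipid phosphatase gene wun2 lower (-3.12), with 51.0% of Cyp6d2 exons under the other strand. Adjusted over the list alone, 110 iEC-lowered genes were lower and 111 higher, and 157 iEC-raised genes were higher and 348 lower. By camera the iEC-raised list was lower (median -0.97, adjusted p = 0.00200, and adjusted p = 0.526 with an estimated correlation). For the iEC-lowered list the median was 0.21 and the mean -0.27, so these differ in sign, and camera put it upward with an adjusted p of 0.733.

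The odds ratio of 1.34 for all iEC-lowered genes moved little with the libraries used, between 1.28 and 1.35 with each left out in turn, but its p lay close to the threshold. It was 1.28 without B-D replicate 1, without SG replicate 1 and without SG replicate 3, and Fisher's exact p was then 0.0591, 0.0545 and 0.0559. It was 1.24 (Fisher's exact p = 0.0926) with upper quartile scaling and 1.25 (Mantel-Haenszel p = 0.129) against an expression-matched background, neither past the threshold, but 1.79 with no low-count filter, and 1.52 (Fisher's exact p = 0.00104) from the calls of the authors' deposited table. With library size as the only scale it turned to 0.785, and the odds ratio of iEC-raised genes for higher calls to 1.06.

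Genes of protein secretion were higher in SG without exception in the list measured. All 32 secretory machinery genes were called higher (median log2 fold change 2.39), also adjusted over the list alone, and 31 were with library size as the only scale. The translocon gene TRAM rose from 53.6 ± 6.34 CPM in B-D to 950 ± 39.1 CPM in SG (SD, n = 3; 4.15 ± 0.13 SE, adjusted p = 2.76e-05), Sec61beta of the same translocon rose by 2.79 and the coatomer gene gammaCOP by 2.48. Of 13 genes of salivary gland identity 8 were higher, including the transcription factor genes fkh (3.53) and sens (4.51) and the prolyl hydroxylase gene PH4alphaSG2 (6.62). The 4 called lower, rib (-4.32) and, named after their values were seen, hth, hkb and exd, are transcription factors that also act in the nervous system and discs, and 5 were lower adjusted over the list alone. In SG rib was below the floor of 3 counts, at 0.05, 0.03 and 0.06 CPM in replicates 1 to 3, so its fold change is uncertain. The secretory list had a camera adjusted p of 8.04e-12 and the identity list 0.222, and with an estimated correlation the secretory list had an adjusted p = 0.526. Fat body genes moved with these groups, as the list of fat body genes took 16.3% ± 2.79 of counts in SG and 0.427% ± 0.289 in B-D (SD, n = 3).

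Glue and other salivary secreted genes were far higher in SG on average, but the SG replicates differed widely. The list took 1.12%, 2.30% and 6.34% of counts in SG replicates 1 to 3 and 0.0667% ± 0.0483 in B-D (SD, n = 3). Fold changes of the 12 genes had a median of 6.53, yet 5 were called higher, namely ng1, ng2 (6.87), ng3 (6.49), ng4 (6.29) and Sgs3, of which ng1 and Sgs3 are named after their values were seen, and 4 adjusted over the list alone. Sgs3, a glue protein gene, was at 11.4, 2284 and 9449 CPM in SG replicates 1 to 3, whereas ng3 was at 12841, 13170 and 11121 CPM. In B-D ng4 was near the floor, at 0.04, 0.02 and 0.04 CPM in replicates 1 to 3. Without SG replicate 1 all 12 were called, and all 12 were also called by DESeq2 on all libraries and by edgeR with a replicate block. The camera adjusted p of the list was 0.0202, and with an estimated correlation the adjusted p = 0.526.

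Ribosome biogenesis genes differed little (median 0.41), with 6 of 21 called higher, 2 adjusted over the list alone, and a camera adjusted p of 0.0682, or 0.0410 with a replicate block. Ns1 (0.61), Non1 (0.50) and RpI1 (0.54) were its called members with the smallest p and were below 0 with library size as the only scale (-0.49, -0.60 and -0.56). RpI1 lost its call without any of the B-D replicates and without SG replicate 1 or 2, and Non1 without SG replicate 1 and with a replicate block. The number of genes called was 2 without B-D replicate 2 or 3, 1 without SG replicate 1, 3 without SG replicate 2 and 13 without SG replicate 3.

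Most genes that mark the cell types of brain and discs were lower in SG. All 20 neuron genes (median log2 fold change -4.55), all 9 neuroblast genes (-4.21) and all 23 imaginal disc patterning genes (-3.08) were called lower, such as the synaptic genes cpx (-2.76) and Syt1 (-1.77), the neuroblast genes nab (-4.45), klu (-2.27) and insc (-1.09), and the disc genes en (-3.30), nub (-3.08) and Ser (-2.42). Of 10 glia genes 8 were lower, among them Gs2 (-2.90) and Eaat1 (-1.92), and loco (1.28) and moody, the latter named after its value was seen, were higher. With library size as the only scale 0 glia genes were called higher, and loco was at 0.18. Genes of blood cells, muscle and trachea were lower as well: 9 of 10 hemocyte genes (median -2.54), such as the prophenoloxidase gene PPO1 (-2.59), 8 of 12 muscle genes (-1.95), such as Mhc (-2.26), and 5 of 6 tracheal genes (-1.62), such as verm (-2.53). The hemocyte and fat body gene srp (1.73) and the muscle gene bt (1.09) were higher. With library size as the only scale they were at 0.63 and -0.00049, and neither was called. Few gut genes were called, with Jon99Ci higher (0.77, but -0.32 with library size alone) and Mal-A1 lower (-2.47) among 7 (median -2.49), and 0 gut genes were called lower by edgeR adjusted over the list alone (1 had an unadjusted p under 0.05, and DESeq2 called 2 over all genes). Mal-A1 lost its call without B-D replicate 1 or 3 or SG replicate 2 or 3, and 4 gut genes were lower without B-D replicate 2 or with a replicate block. Counts of the other lists in this paragraph were the same adjusted over the list alone.

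By camera the adjusted p was 4.87e-05 for neurons, 0.00527 for neuroblasts, 1.47e-05 for discs, 0.0382 for glia, 0.0342 for hemocytes, 0.0463 for muscle, 0.0121 for trachea and 0.550 for gut. With an estimated correlation none passed, with adjusted p = 0.571 for hemocytes, 0.586 for muscle, 0.778 for gut and 0.526 for each of the others. Without SG replicate 1 the muscle list had an adjusted p of 0.0790, and with a replicate block 0.0579.

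Fat body genes were higher in SG libraries. Of 11 fat body genes 10 were called higher (median 6.27), also adjusted over the list alone, including Lsp1alpha (6.92), Lsp1beta (6.87), apolpp, the lipophorin gene (5.65), FASN1, the fatty acid synthase gene (3.88), and the collagen gene Col4a1 (3.04). The list took 19.1%, 16.2% and 13.5% of counts in SG replicates 1 to 3, with a camera adjusted p of 0.00311 and an adjusted p = 0.526 with an estimated correlation. Heat shock genes were lower, 9 of 16 (median -1.81, camera adjusted p = 0.0241), with Hsp67Bc at -2.86 and Hsp68 at -2.16, while the co-chaperone gene stv was higher (1.41). With library size as the only scale stv was at 0.32 and not called. With an estimated correlation the heat shock list had an adjusted p = 0.526. Members of the Hsp70 family in this list are near-identical copies, so their separate counts are uncertain. Of 19 ecdysone response genes 8 were lower, such as Hr38 (-4.54), ImpE1 (-4.44) and Ldh (-4.29), and 2 were higher, ImpL2 (0.92) and Eip74EF, the latter named after its value was seen. Their median was -0.14 and the camera adjusted p 0.222. ImpL2 was at -0.18 with library size as the only scale, and 61.9% of its exon sequence is shared with a gene on the same strand. Counts for heat shock and ecdysone genes did not differ adjusted over the list alone.

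**Figure D3:**
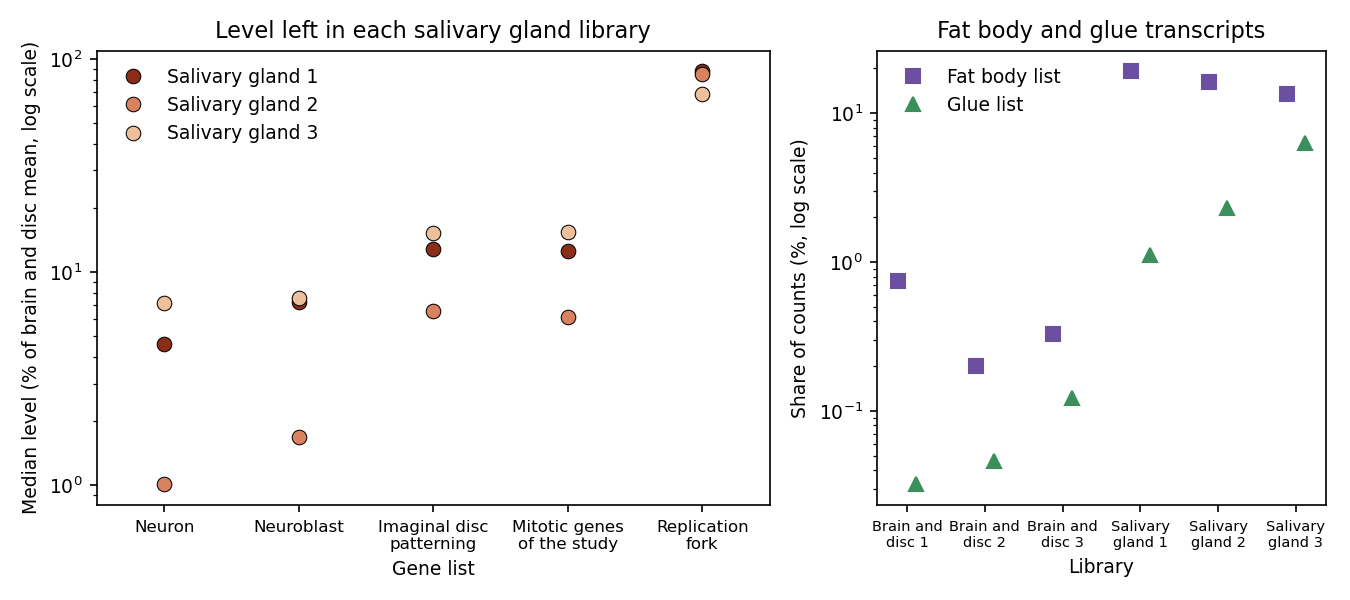
Left, the median level of 5 gene lists in each SG library as a percentage of the B-D mean on a log axis, with one marker per library, and right, the share of all counts taken by the fat body and glue lists in each of the 6 libraries, also on a log axis. The neuron list lies at 4.60%, 1.01% and 7.15% and the 47 mitotic genes at 12.6%, 6.14% and 15.4% in SG replicates 1 to 3, and the fat body list takes between 13.5% and 19.1% of SG counts.

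The authors' deposited table of the same comparison, made with DESeq2, listed 16438 genes and called 4054 higher and 4260 lower at the same thresholds. Between that table and the edgeR test, 3803 genes were called higher in both, 3945 lower in both and 0 in opposite directions, and log2 fold changes had a Pearson correlation of 0.998 across genes, which are not independent replicates. In the authors' deposited table, E2F1-dependent genes were lower in 73 cases and higher in 11, all 47 mitotic genes were lower, 109 iEC-lowered genes were lower and 158 iEC-raised genes were higher.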

Values the study reported

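The study reported 4,054 genes as upregulated and 4,260 as downregulated in SG devECs relative to B-D cells. It reported that 158 increased and 109 decreased genes were common to SG devECs and both kinds of iEC, which it put at 4.3 fold and 9.1 fold over chance. Both kinds of iEC shared 698 increased and 268 decreased genes. Of 111 E2F1-dependent genes the study found 73 reduced in SG devECs, and it described 47 genes of mitosis and cytokinesis as lower in iECs and in SG devECs.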

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

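The comparison with SG replicate 2 alone, the one over the genes of the authors' table and the iEC overlap without the marker genes of other cell types or without the study's 47 mitotic genes were added after the data were seen. With SG replicate 2 alone the spread comes from the B-D libraries, and the lone library is assumed to vary like them. The number of genes called stayed within 1.5 times of 3924 higher and 4010 lower in every alternative but library size as the only scale, and was 4110 and 4308 with DESeq2. Transcripts of brain and disc in SG replicates 1 and 3, transcripts of fat body in all SG libraries and the choice of scale limit what these counts show. In the simulation edgeR found 21% of 2-fold changes. There 200 genes changed, against 7934 called here, so adjustment was stricter and the 21% is not the sensitivity of this comparison.

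With library size as the only scale 1588 genes were higher and 7111 lower, as the median of all genes moved by -1.10. Lower calls rose to 22 at the replication fork, 11 among Myb-MuvB and E2F subunits, 11 among endocycle regulators, 4 in gut, 16 in ecdysone response and 15 in heat shock, and higher calls fell to 0 for nucleotide synthesis and for ribosome biogenesis. By camera the fork (adjusted p = 0.0129), the Myb-MuvB and E2F subunits (0.0445) and gland identity (0.00655) then passed, whereas the iEC-raised list (0.345), passenger complex (0.170), checkpoint (0.0766), neuroblasts (0.104), glia (0.170), hemocytes (0.332), muscle (0.193), trachea (0.0693) and heat shock (0.131) did not. Nucleotide synthesis (0.574), ribosome biogenesis (0.345) and gut (0.938) turned direction without passing. The odds ratio of iEC-lowered genes for lower calls turned to 0.785 and that of iEC-raised genes for higher calls to 1.06. The mitotic less replication difference was still -1.85, but camera, unlike the exact permutation a test over genes, gave it p = 0.679, and the cause was not tested. Log2 fold changes that turned included those of bt (-0.00049), E2f2 (-0.51), ImpL2 (-0.18), Jon99Ci (-0.32), Non1 (-0.60), Ns1 (-0.49), Psf2 (-0.38), RnrS (-0.39), RpI1 (-0.56), san (-0.41) and Zw10 (-0.22).

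In camera with an estimated correlation every list that had passed no longer did, at an adjusted p of 0.526, or 0.571 for hemocytes and 0.586 for muscle. The test then uses the correlation between genes within only 6 libraries. By fry, cytokinesis (0.00993), Myb-MuvB and E2F subunits (0.0191), the proapoptotic list (0.00126), gland identity (0.00312) and ecdysone response (0.0101) passed, and fry does not compare a list with other genes. Against genes of mean CPM of at least 1 the proapoptotic list passed (0.0431).

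Of smaller lists, upper quartile scaling gave 5 lower calls among Myb-MuvB and E2F subunits and 0 higher calls in ribosome biogenesis. DESeq2 called 12 glue genes higher and 2 gut genes lower, 0 gut genes were lower with a mean CPM of at least 1, and 3 ribosome biogenesis genes were higher with no filter. For SG replicate 2 alone the spread comes from the B-D libraries, so levels are given here. The median ribosome biogenesis gene was at 151% of its B-D mean in SG replicate 2, against 152% and 104% in SG replicates 1 and 3. The iEC-lowered odds ratio was 1.24 with upper quartile scaling (Fisher's exact p = 0.0926), 1.25 against an expression-matched background (Mantel-Haenszel p = 0.129) and 1.26 with SG replicate 2 alone. It was highest, at 1.79, with no low-count filter, and turned to 0.749 with the 47 mitotic genes set aside, which are all in the list and all lower, so this value describes the rest of the list only. The cause of these changes was not tested.

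Leaving out each library in turn gave 4 to 12 glue genes higher, 1 to 13 ribosome biogenesis genes higher and 0 to 4 gut genes lower. The iEC-lowered odds ratio lay between 1.28 and 1.35, and the camera adjusted p between 0.0268 and 0.0790 for muscle, 0.0452 and 0.0835 for the proapoptotic list and 0.00187 and 0.125 for ribosome biogenesis.

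Of the 6 libraries, 4 were closest in their deviations to the library of the other tissue with their own number, so not every one. With a replicate block 3893 genes were higher and 3985 lower, 12 glue genes were higher and 4 gut genes lower, and the camera adjusted p was 0.0410 for ribosome biogenesis and 0.0579 for muscle. No other list passed or stopped passing by camera, counts of several other lists moved by a few genes, and of the 132 named genes Non1 alone lost its call. Over 2108 comparisons of the 132 named genes across alternatives, 2065 kept direction and call, 31 kept only the direction and 12 turned.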

Other observations

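The tests on fat body, carried RNA, glue genes and scaling in this part were chosen after the result was seen, as were the gene families, except the test of a second fat body list, which was written before its values were seen, and the count over other splits of the libraries, which was planned. AkhR, Sardh, Apoltp, Fbp1, Fbp2, Lsp2, Sgs3, Scr and Tsf1 fall outside the rule for named genes and were named after their values were seen.

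Genes of protein synthesis and mitochondrial energy supply were higher in SG as families with TMM scaling. Of 82 cytosolic ribosomal protein genes 78 were called higher (median log2 fold change 1.16), as were 68 of 72 mitochondrial ribosomal protein genes (0.93), all 20 tRNA synthetase genes (1.29), 29 of 36 translation initiation factor genes (0.84), 31 of 34 proteasome genes (0.83) and 61 of 65 oxidative phosphorylation genes (1.52). With library size as the only scale, which moves the median of all genes by -1.10, these medians were 0.05, -0.17, 0.19, -0.26, -0.27 and 0.42, a shift shared with all genes. The sign therefore depended on the scale for mitochondrial ribosomal protein, translation initiation factor and proteasome genes. The other medians stayed above 0 but were smaller, with 24 of 65 oxidative phosphorylation genes and 0 of 82 cytosolic ribosomal protein genes still called higher. Glutathione S-transferase genes (24 of 34 higher, 6 lower, median 1.46 with TMM and 0.37 with library size) and cytochrome P450 genes (39 of 76 higher, 15 lower, 0.88 with TMM and -0.21 with library size) were mixed. By camera with an estimated correlation none of the 15 families passed, with an adjusted p of at least 0.356.

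Enhancer of split, Hox and innexin genes were lower in SG as families under both scalings. All 11 Enhancer of split genes tested, targets of Notch signalling, were called lower under both (median -4.13 with TMM, -5.22 with library size). Of 8 Hox genes 7 were called lower with TMM and 8 with library size (medians -4.42 and -5.51). Of 6 innexin genes of gap junctions 5 were called lower with TMM and 6 with library size (-1.65 and -2.73). Scr, the Hox gene that specifies the salivary gland, was the exception with TMM only, at -0.66 with an adjusted p of 0.0578 in edgeR. Among the iEC-lowered genes, the 10 that belong to the oxidative phosphorylation family were all higher in SG, with a median of 1.46.

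Fat body transcripts took 16.3% of SG counts. A second list of fat body genes, written before its values were looked at and sharing 0 genes with the fixed lists of cell types and processes but 1, Tsf1, with the iEC lists, had a median log2 fold change of 3.76, and 10 of its 12 tested genes were higher, among them AkhR (6.48), Sardh (6.90) and Apoltp (6.03), which is consistent with fat body tissue carried along with the glands. Lsp1gamma alone stood at 98531 CPM in SG. Scaling was argued against, since with library size as the only scale the median of the first list was 5.19. Production of these transcripts in the gland itself was not tested and stays open, as does the share of secretory and metabolic genes that fat body could contribute.

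Mitotic genes were less low in SG replicates 1 and 3 than in SG replicate 2. Brain and disc RNA in the SG libraries is a candidate source: the neuron list differed 7.08-fold between the highest and lowest SG library, with cherub at 360, 22.8 and 538 CPM, and the mitotic percentage less the neuron percentage came to 8.02, 5.13 and 8.29, a span of 1.61-fold. A scaling difference was argued against, because the secretory machinery differed only 1.05-fold between the same libraries. Whether carried RNA is the whole of what is left cannot be told apart from mitotic transcripts of the gland, as the 6.14% left in SG replicate 2 is above the neuron level of 1.01% but close to the imaginal disc level of 6.60%. In SG replicates 1 to 3 the disc list stood at 12.9%, 6.60% and 15.3%, against 12.6%, 6.14% and 15.4% for the mitotic genes. What is left after subtraction therefore depends on the list subtracted. The neuron, neuroblast and imaginal disc lists share 0 genes with the 47 mitotic genes.

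The median glue gene, as a percentage of its low B-D mean, differed 72.2-fold between SG libraries, from 282% in replicate 1 to 20370% in replicate 3. The spread was not shared by every member. The list's share of counts went from 1.12% to 6.34%, and ng3 stayed between 11121 and 13170 CPM. A different share of gland RNA in each library was argued against, since the gland identity genes differed 1.73-fold and the secretory machinery 1.05-fold. Larvae of different age may account for it: 6 of the 6 Sgs genes tested ranked the SG libraries in one order, lowest in replicate 1 and highest in replicate 3, and so did the fat body gene Fbp1 (23.6, 135 and 642 CPM), but not the fat body genes Fbp2 (1087, 900 and 1579 CPM) and Lsp2 (19512, 14273 and 9386 CPM). All 6 Sgs genes ranked the B-D libraries in that order too, as Sgs3 did with 0.242, 29.5 and 35.3 CPM, and the study took both tissues from the same larvae, so the order is not found in the SG libraries alone. B-D libraries also held ng3, at 171, 50.1 and 193 CPM in replicates 1 to 3. Whether Sgs transcripts in B-D were carried from glands was not tested, so the B-D order may not be separate evidence. Age cannot be told apart from other differences between the larvae or dissections of the replicates, because the labels give one age for all of them.

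The 7934 genes called between the tissues were set against other splits of the libraries. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many calls, the real one, and the highest of the others gave 0 in edgeR, where at most 69 genes had an unadjusted p under 0.05 and DESeq2 called at most 19, but 10 splits are too few for a share under 0.05. Of the 9 other splits, 3 part all same-numbered libraries as the real one does, and these gave 0 calls, as did the other 6. Every other split puts both tissues in each group, so the tissue difference counts as spread within groups. Few calls were thus built into these splits, and they cannot tell how many calls arise by chance.

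The number of iEC-lowered genes lower in SG was 1.19 times that given by the share of all tested genes that were lower, and the number of iEC-raised genes higher in SG was 0.696 times. Both are lower than the ratios over chance quoted from the study above, which drew random sets for all of its comparisons at once and so used another chance level.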
